A study of Mus musculus with 3 samples. Its data were reported in "Single cell transcriptomics reveal trans-differentiation of pancreatic beta cells following inactivation of the TFIID subunit Taf4" (2021).

How the data were processed

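ATAC-seq, which marks open chromatin by the places where a transposase can insert sequencing adapters, was performed on cells dissociated from mouse islets of Langerhans. There were 3 libraries, 1 from wild type (WT) mice and 1 each from mice studied 1 and 5 weeks after Taf4, a subunit of the general transcription factor TFIID, had been inactivated (Taf4 KO). According to the study, the inactivation was restricted to beta cells by an insulin-driven, tamoxifen-inducible Cre recombinase, so other islet cells kept the gene. Groups were taken from the genotype and time labels. With 1 library per group there was no replicate, so no p-value was computed between conditions and every difference described is a difference between libraries.

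The authors mapped the reads to the mouse assembly mm9 with Bowtie, keeping alignments to a unique place, and called broad peaks with MACS2 for each library on its own. No control library, duplicate removal or shift to the insertion site was stated for these lists. The deposited lists hold, per peak, its position, the fold over the local background as a ratio, the -log10 p and the -log10 q, each averaged over the peak by the caller. The whole-number score that the authors' caller also wrote is a multiple of the -log10 q and was not used. These values belong to their own list: they were used to describe, rank or filter peaks within it. The lowest -log10 q was 1.02 in the WT list, 1.01 in the 1 week list and 1.01 in the 5 week list, so all lists were called at about the same q. The read alignments themselves were not used here.

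Peaks on chromosomes 1 to 19, X and Y of mm9 were kept, which left out 2 mitochondrial peaks per list. The reference was NCBIM37, the same build as mm9, with the GENCODE annotation made for it. Of the WT peaks, 1 on chromosome X ran past the chromosome end and was left out of shuffling only. Peak lists were intersected with bedtools 2.31.1, counting peaks as shared from 1 bp of overlap. The background for an overlap was the same list shuffled within chromosomes outside assembly gaps of at least 50 undetermined bases. The promoter window ran from 1000 bp upstream to 100 bp downstream of any annotated start of a protein-coding transcript, as in the study, and 22359 protein-coding genes had such a window, with 46015 starts in all. Peaks outside promoters were placed in exons, introns or between genes by their midpoint. Intervals for shares are Wilson 95% intervals. They cover the counting of peaks or genes only, not the difference between animals.

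Read totals are not given in peak lists. A measure of depth was recovered from the lists: the caller's fold and p of a peak together fix the local background and the pileup behind them, and the lowest backgrounds of a list meet at a sharp floor. That floor, taken as the first percentile, was 3.66 reads in the WT list, 6.45 reads in the 1 week list and 9.38 reads in the 5 week list, or 1.76 and 2.57 times the WT value. The floor grows with the number of reads and with the length to which the caller extended each read, and equal extension in all libraries was assumed. It had no solution for 3 peaks of the 5 week list. Checked on simulated lists of the real lengths, the recovered floor lay within 0.370% of the truth.

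For each of 18 gene lists, 310 members in all, the number of members with a promoter peak was counted per library. It was set against 10000 random lists of the same size with promoters of the same CpG content, in 10 bins, as a percentile that describes these libraries only. Lists with nearly all or nearly no members called in WT have little room to move in 1 direction. Percentiles of changes were therefore also taken from 10000 random lists matched on CpG content and on the WT call. These are the ones given for changes unless stated. The percentile of the number called in a single library was checked by simulation. Of 50 simulated lists of 20 genes with calls added to members, 44 reached the 95th percentile, and of 50 unchanged ones 0 did. Percentiles of changes, and the matching on the WT call, were not checked in this way. The symbol Opsin, in the list of silent genes, was not matched to a gene. Of genes sharing a symbol, the longest was used. Some lists hold genes that the study itself brought up, in part from footprints in these libraries, so their direction is not independent evidence. Overlaps of the changes at both times were set beside the product of the list sizes over the number of genes that could change. They were also set beside 1000 simulated draws of unchanged libraries, in which each gene was called with its mean rate over the 3 lists.

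Genes were named by a rule. Taf4 came first, then every member of the beta, alpha and delta cell lists whose promoter call differed between libraries, and up to 4 members of each other list, those with differing calls first, by the highest -log10 q. Then came the 10 genes with the strongest promoter peak in WT and none in either Taf4 KO list, and the 10 genes with the best mean rank among promoter peaks of both Taf4 KO lists and none in WT. Genes outside the rule are named as such, apart from Ppy, Pyy, Gpr89 and Xist, which were also outside it. The alternatives were stricter q, lists trimmed to equal peak number or equal covered length, other promoter windows, minimum overlaps and chromosome sets. A stricter q does not make depths equal, because a deeper library can reach the same q at a lower fold. The comparisons, lists, naming rule and these alternatives were fixed before the data were examined. The background floor, scaling to it, the restriction to autosomes, the GC content of 1 Mb surroundings, the matching of random lists on the WT call and the overlap of the peaks behind changed calls were added after. In the scaling, peaks were kept where their pileup, scaled to the WT floor, reached the first percentile of -log10 p of the WT list, which left 60288 WT peaks. For a changed call, the peak behind it was intersected with the list that lacked the call, inside or outside the promoter window. Computation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and samtools 1.23.1.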

Results

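Accessible chromatin was profiled by ATAC-seq in islet cells of WT mice and of Taf4 KO mice 1 and 5 weeks after Taf4 had been lost from beta cells, with 1 library per group. The question was how the loss of this TFIID subunit affects chromatin accessibility in islets, over the genome and at promoters. No library was replicated, so none of the differences described here could be set against the spread between animals. The background read depth recovered from the lists was 1.76 times the WT value in the 1 week list and 2.57 times in the 5 week list. Fold and -log10 q are the authors' values for a peak within its own list, and positions are on mm9.

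Taf4 itself (Taf4a in the annotation, ENSMUSG00000039117) lies on the minus strand of chromosome 2 from 179646851 to 179711351. A promoter peak over its transcription start was present in all 3 lists. It had a -log10 q of 8.53 in WT, at the 76.2 percentile of that list, 1.32 at 1 week, at the 9.15 percentile, and 8.01 at 5 weeks, at the 81.1 percentile. The 1 week call was absent under each of 4 stricter list settings, whereas the WT and 5 week calls were present. The 1 Mb around the Taf4 start, at 50.1% GC, belongs to the most GC-rich group of genes described below. In that group 30.7% of genes with a WT promoter peak had none at 1 week, so a weak 1 week call need not be particular to Taf4. Peaks within the gene were also found in each list, for example from 179682269 to 179683460 in WT. A promoter peak does not measure the deletion, and cells other than beta cells keep the gene, so these calls check nothing about the genotype labels.

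Far more regions were called accessible after Taf4 loss. The WT list held 60898 peaks, the 1 week list 150354 (2.47 times) and the 5 week list 151725 (2.49 times), and the covered length was 39.4, 99.3 and 105 Mb. The added peaks lay mainly between genes. Intergenic peaks numbered 20789 in WT, 92168 at 1 week and 81074 at 5 weeks, 4.43 and 3.90 times the WT count, while intronic peaks were 1.75 and 2.12 times as many. Promoter peaks hardly followed, with 12911 in WT, 12364 at 1 week (0.958 times) and 14770 at 5 weeks (1.14 times). Promoters therefore made up 21.2% of WT peaks (Wilson 95% interval 20.9 to 21.5), 8.22% at 1 week (8.09 to 8.36) and 9.73% at 5 weeks (9.59 to 9.88), against 2.12%, 1.97% and 2.11% of shuffled positions. The lower share held at 1 week in lists of equal number, at 17.4%, and after scaling to the WT background, at 19.4% against 21.3% in WT. At 5 weeks it did not hold in these settings. The share was 21.1% in lists of equal number, close to the WT value, and 25.4% after scaling, above it. Filtering by q, which leaves the difference in depth in place, kept the lower share at both times. At a -log10 q of at least 3 the share was 32.1% in WT, 21.9% at 1 week and 21.0% at 5 weeks. At 5 or more it was 41.8%, 29.4% and 27.5%. Among peaks with a -log10 q of at least 5, the 1 week list had 23953 and the WT list 24100, and the 5 week list had 42492. After the scaling, 52295 peaks were left at 1 week and 47599 at 5 weeks, 0.867 and 0.790 times the WT number, so the direction of the comparison turned after scaling.

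Counted from 1 bp of overlap, most accessible WT regions were found again in the Taf4 KO lists. Of the WT peaks, 61.9% (61.5 to 62.2) were overlapped by a 1 week peak and 79.5% (79.2 to 79.8) by a 5 week peak, against 7.33% and 8.21% of shuffled WT peaks. With a reciprocal overlap of 50% these shares of WT peaks were 44.9% and 61.2%. Of the 1 week peaks, 25.1% were overlapped by a WT peak and 52.8% by a 5 week peak. The latter share was 33.0% with a reciprocal overlap of 50% and 90.6% with a -log10 q of at least 5. Of the 5 week peaks 31.7% were overlapped by a WT peak. Regions shared by all 3 lists were rich in promoters: 30.0% of these WT peaks lay at a promoter, 13.5 times the share of shuffled positions. Of the 1 week peaks, 70082 (46.6%) were in no other list, and of these 0.761% lay at a promoter, 0.432 times the shuffled share. Of the 5 week peaks, 61277 (40.4%) were in no other list, with 1.73% at a promoter, 0.913 times the shuffled share.

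In the full lists fewer genes had a promoter peak at 1 week than in WT and more at 5 weeks. After scaling to the WT background or with list length made equal, the count was below WT at both times. At 5 weeks the difference in lists of equal number was only -22 genes. Scaling matches the background floor and not the promoter signal over it. A promoter peak was present at 13197 genes in WT, 12508 at 1 week and 14678 at 5 weeks, of 22359 protein-coding genes. At 1 week 1910 genes lost the WT peak, or 14.5% of those that had one, and 1221 gained one. At 5 weeks 249 lost it, or 1.89%, and 1730 gained one. The net change of -689 genes at 1 week became -3387 with peaks of a -log10 q of at least 5 and -2619 after scaling. The net gain of 1481 genes at 5 weeks turned to -22 with lists of equal number, to -649 with equal covered length and to -636 after scaling. Filtering by q kept a gain, with 13202 genes against 12027 in WT at a -log10 q of at least 3 and 12171 against 10877 at 5 or more. The deeper 5 week library keeps its advantage under such a filter, so this does not speak against depth as the cause of the gain. A changed call does not always mean a missing region, because a peak edge can cross the border of the window. Of the genes without their peak at 1 week, 225 had a WT promoter peak that was overlapped by a 1 week peak outside the window, and 1685 had none. At 5 weeks these were 40 and 209. Of the gained promoter peaks, 135 at 1 week and 277 at 5 weeks overlapped a WT peak.

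In the full lists, 223 genes had lost a promoter peak and 759 had gained one at both times. This balance turned in lists of equal number, with 544 lost and 232 gained, and after scaling, with 805 and 144. Filtering by q, which does not make depths equal, kept the balance of the full lists, with 116 lost and 462 gained at a -log10 q of at least 3 and 172 and 442 at 5 or more. Independent draws of the numbers lost and gained in the full lists would share 36.04 lost and 231 gained genes. Simulated unchanged libraries set against the same WT list shared 428 lost and 489 gained genes, but lost 917 genes at 5 weeks where the real list lost 249, so the overlaps cannot be read against them. The WT library stands in both comparisons and could not be split, which leaves open whether the changes are shared. The pattern with peaks in WT and at 5 weeks but not at 1 week held 1687 genes, and 462 genes had a peak at 1 week alone.

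The loss at 1 week followed the GC content of the surrounding chromosome. Genes with a WT promoter peak were put in 5 equal groups by the GC content of the 1 Mb around their start. In the least GC-rich group 2.84% (2.27 to 3.55) had no peak at 1 week, rising to 30.7% (29.0 to 32.5) in the most GC-rich group, while at 5 weeks these shares were 1.33% and 1.93%. Counting only WT peaks with no overlapping peak at 1 week, the shares were 2.05% and 28.5%. Gains at 1 week ran the other way, at 19.96% of the remaining genes in the least and 3.97% in the most GC-rich surroundings. Over autosomal bins of 1 Mb, the least GC-rich group of bins held 3.68 peaks per Mb in WT, 85.9 at 1 week and 47.9 at 5 weeks, and the most GC-rich group 53.4, 35.5 and 72.8.

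**Figure D1:**
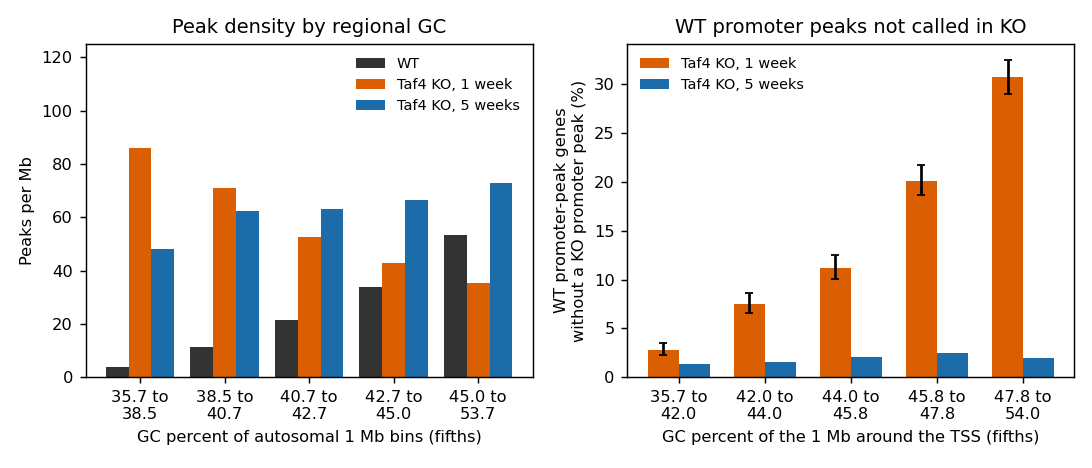
Left, mean number of peaks per Mb (y) in autosomal 1 Mb bins in 5 equal groups of GC percent (x) for the WT, 1 week and 5 week lists; right, percent of genes with a WT promoter peak that had none in the Taf4 KO list (y), by 5 equal groups of the GC percent of the 1 Mb around the start site (x), with Wilson 95% intervals for 1 week and none drawn for 5 weeks. WT density rose from 3.68 to 53.4 peaks per Mb with GC, 1 week density fell from 85.9 to 35.5, and the 1 week loss rose from 2.84% to 30.7%.

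Promoters of most beta cell genes were called in every list. Of 32 genes of beta cell identity and function, 29 had a promoter peak in WT, 27 at 1 week and 31 at 5 weeks. Ins1 and Ins2, encoding insulin, and the transcription factors Mafa, Pdx1 and Nkx6-1 (chosen after their values were seen) had a peak in every list. Slc2a2, the main glucose transporter of mouse beta cells (ENSMUSG00000027690, chromosome 3), had its promoter peak in the WT list alone, from 28596750 to 28597058 over the transcription start, with a fold of 2.05 and a -log10 q of 2.15, at the 26.6 percentile of that list. No Taf4 KO peak overlapped it. With a -log10 q of at least 3 no list had a peak there. Other peaks of the Slc2a2 locus, such as the one from 28635855 to 28636538 in WT downstream of the gene, were overlapped by peaks in both Taf4 KO lists. Abcc8, a subunit of the ATP-sensitive potassium channel, had a promoter peak in WT and at 5 weeks but not at 1 week. The WT peak had a -log10 q of 2.13, so it was absent at 3 or more. The 1 Mb surroundings of Abcc8, at 50.1% GC, belong to the most GC-rich group, where 30.7% of genes lost the WT call at 1 week. Kcnj11, the partner subunit of Abcc8, the cation channel Trpm5 and the transcription factor Nkx2-2 had a promoter peak at 5 weeks alone. Of these, the Nkx2-2 call held under all 4 stricter settings, with a -log10 q of 5.12, whereas the Kcnj11 peak overlapped peaks of the WT and 1 week lists outside the promoter window. The number of beta cell members called stood at the 100 percentile of random lists in WT and at 5 weeks, and at the 99.995 percentile at 1 week. Only 3 members could gain a call, and at 5 weeks all 3 did. Among random lists matched on the WT call too, the change stood at the 89.5 percentile at 1 week and the 95.2 percentile at 5 weeks. Among lists matched on CpG content alone, the matching fixed beforehand, it stood at the 38.2 and 50.4 percentiles. At 1 week the change of -2 became -5 with lists of equal number, with a -log10 q of at least 5 and after scaling, and at 5 weeks 2 became 5 with a -log10 q of at least 3, 1 with lists of equal number and -1 after scaling.

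Among hormone genes of other islet cells, Gcg, Sst and Ghrl had promoter peaks in both Taf4 KO lists and none in WT, whereas Ppy and Pyy had none in any list. Gcg, encoding glucagon (ENSMUSG00000000394, chromosome 2, minus strand), had no promoter peak in WT. At 1 week a peak from 62321551 to 62321957 covered its transcription start, with a fold of 2.90 and a -log10 q of 4.96. At 5 weeks a broader peak from 62321576 to 62323406 had a fold of 3.11 and a -log10 q of 7.14. An upstream peak from 62323025 to 62323396, outside the promoter window, was present in WT with a -log10 q of 7.49, and the 5 week peak spanned it. The 1 week peak over the start overlapped no WT peak. The gain at Gcg was found at both times in lists of equal number and after scaling, and at 5 weeks alone at a -log10 q of at least 5. Its 1 Mb surroundings, at 38.1% GC, belong to the least GC-rich group, where the 1 week list held most peaks. Sst, encoding somatostatin (chromosome 16), gained weak peaks at both times, with a -log10 q of 1.41 from 23890902 to 23891978 and of 1.33 from 23890845 to 23891268. These were absent under every stricter setting. Ghrl, encoding ghrelin, also gained a peak at both times, with a -log10 q of 3.97 and 4.12. After scaling it was called at 1 week alone, and with a -log10 q of at least 5 in no list.

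Counted as lists, 14 of 16 alpha cell genes had a promoter peak in WT, 14 at 1 week and 16 at 5 weeks, with Loxl4 gained at 5 weeks only and Irx1, an alpha cell transcription factor gene, not called at 1 week, where its WT peak was overlapped by a peak outside the window. Of 10 delta cell genes, 6, 8 and 10 were called. Besides Sst, the leptin receptor gene Lepr was gained at both times and the transcription factor gene Hhex and the receptor gene Cckbr at 5 weeks, both with peaks that overlapped a WT peak outside the window. The delta cell change stood at the 97.1 percentile of random lists matched on the WT call too at 1 week and the 99.7 percentile at 5 weeks. It turned to -1 at 1 week and to 0 at 5 weeks after scaling. The alpha cell change at 5 weeks turned from 2 to -2 after scaling and with lists of equal number, but was 5 with a -log10 q of at least 5. Of 4 PP and epsilon cell genes 1, 2 and 2 were called.

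**Figure D2:**
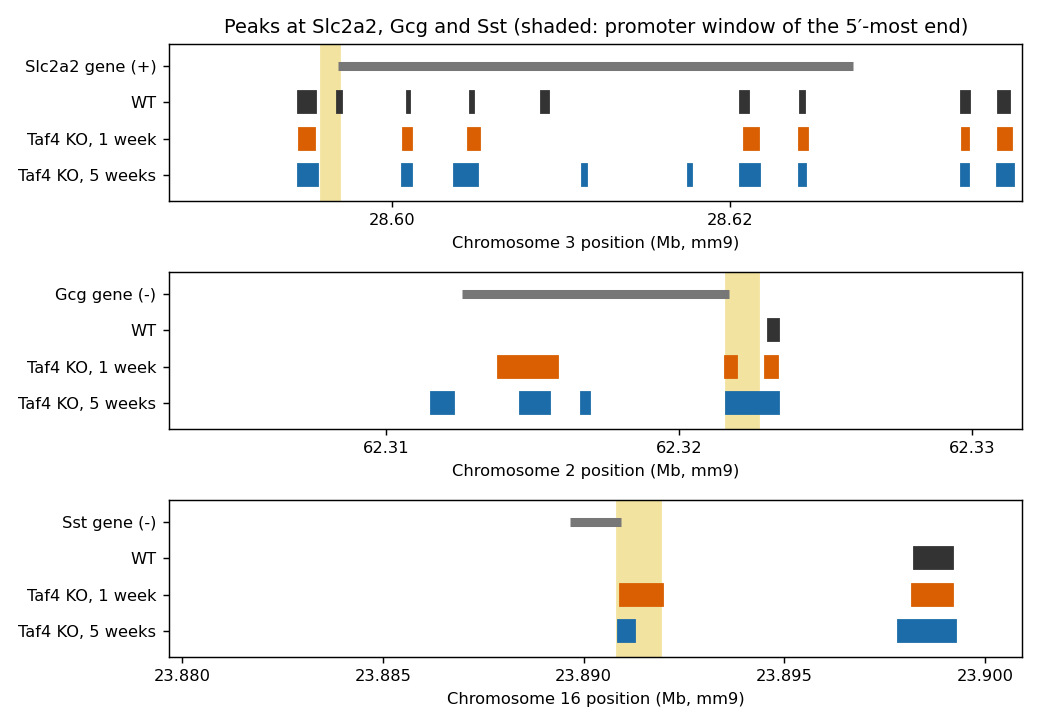
Positions (x, Mb on mm9) of the peaks of each list, drawn as boxes to scale, at Slc2a2, Gcg and Sst, with the gene body in grey and the promoter window shaded. In the windows a WT box is seen at Slc2a2 only, and boxes of both Taf4 KO lists at Gcg and Sst only.

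Among markers of cells outside the endocrine islet, endothelial and stellate genes differed most from WT in the full list at 5 weeks. Endothelial genes with a promoter peak numbered 4 of 13 in WT, 6 at 1 week and 10 at 5 weeks. Tie1, Robo4 and Sox17 were called at both times and, at 1 week, under no stricter setting. At 1 week 4 members gained a call and 2 lost it, among them Egfl7, which was called again at 5 weeks. The endothelial change at 5 weeks stood at the 99.7 percentile of random lists so matched. Stellate and fibroblast genes numbered 3, 6 and 8 of 12, including Des, Col1a2 and Thy1 at 5 weeks, at the 99.6 percentile. Immune genes numbered 1, 3 and 4 of 19, acinar genes 2, 2 and 4 of 21 and duct genes 7, 6 and 9 of 12, changes at the 55.2, 24.9 and 76.3 percentiles at 5 weeks. After scaling, the endothelial change was -2 at 1 week and -3 at 5 weeks and the stellate and fibroblast change 0 and -2. With a -log10 q of at least 5 the endothelial change was 0 at both times and the stellate and fibroblast change 0 and 1. Among 23 genes that islet cells do not use, such as Myod1 and Krt14, 1, 3 and 3 were called.

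Members of the Hox clusters, developmental regulators, were called at 2 of 37 promoters in WT, 0 at 1 week and 13 at 5 weeks. Of random lists matched on the WT call too, the median change was 6 at 1 week and 12 at 5 weeks. The Hox change stood at the 0 percentile at 1 week and the 32.0 percentile at 5 weeks, which is no excess of gained calls over lists so matched. Among lists matched on CpG content alone, the matching fixed beforehand, it stood at the 53.4 and 100 percentiles. Hoxa5 and Hoxb9 were among those gained, with a -log10 q of 3.27 and 2.72. The change at 5 weeks was 1 in lists of equal number and -1 after scaling. With any peak in the gene body or shortly upstream counted, it was -15 at 1 week and 1 at 5 weeks, and in the wider promoter window -9 and 5. Of 12 genes of endocrine progenitors or normally shut off in beta cells 9, 9 and 11 were called. Ldha, the lactate dehydrogenase subunit kept low in beta cells, was called at both times in the full lists, at 5 weeks alone in 3 of the stricter settings and in no list with a -log10 q of at least 5. Stress and inflammation genes numbered 11, 13 and 15 of 22, with Reg3g and Cxcl2 called at both times at a -log10 q of 2.55 or less and under no stricter setting.

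**Figure D3:**
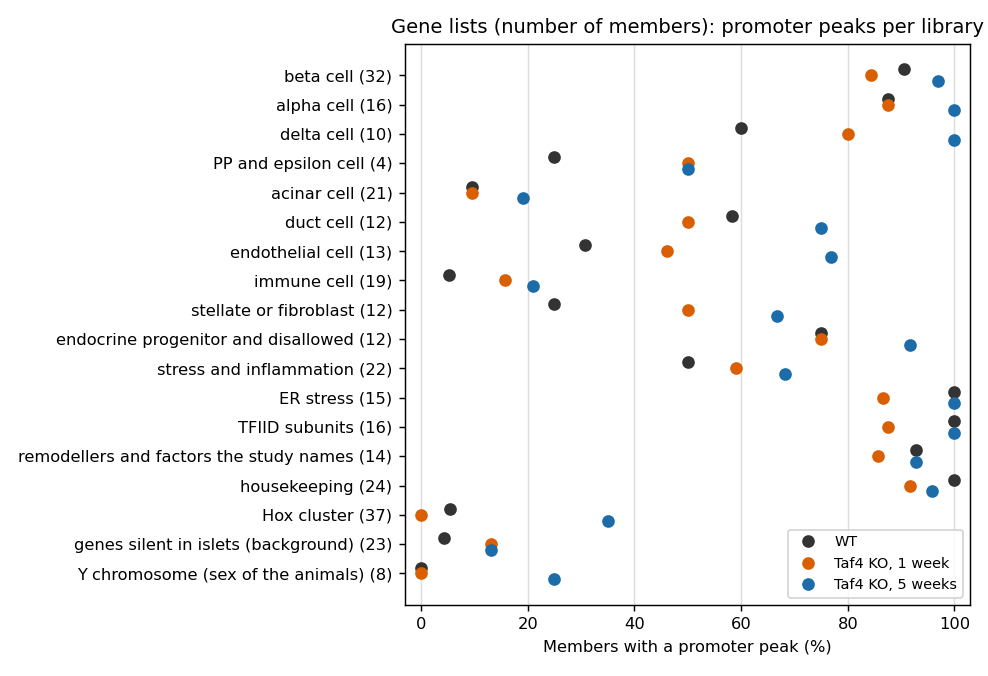
Percent of the members of each gene list with a promoter peak (x) for each list (y, number of members in brackets), 1 point per library. Beta cell members were called at 29, 27 and 31 of 32 in WT, at 1 week and at 5 weeks, and endothelial members at 4, 6 and 10 of 13.

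Several widely used promoters with a WT peak had none at 1 week and were called again at 5 weeks. Taf9 and Taf5, both TFIID subunits, had a WT -log10 q of 19.9 and 16.7, and all 16 TFIID genes were called in WT and at 5 weeks against 14 at 1 week. Ern1 and Atf6, sensors of the unfolded protein response, had 17.1 and 9.01, while the chaperone genes Hspa5 and Pdia4 kept a peak in every list. ER stress genes numbered 15, 13 and 15 of 15. Bptf, the large subunit of the NuRF remodelling complex, had 8.29, and among 14 remodellers and factors 13, 12 and 13 were called. Part of that list comes from footprints in these same libraries, so it is no independent evidence. Housekeeping genes numbered 24, 22 and 23 of 24, with Eef2 lost at 1 week and Ppia at both times. The WT and 5 week calls of Taf9, Taf5, Ern1, Atf6, Bptf and Eef2 held under all 4 stricter settings. Those settings only remove peaks, so the missing 1 week call could not return and was not tested by them. At Taf9, Atf6 and Bptf no 1 week peak overlapped the WT promoter peak. At Eef2 none overlapped the WT peak, but a 1 week peak overlapped the broader 5 week one, and at Taf5, Ern1 and Ppia a peak overlapped the WT peak outside the window, so accessible chromatin was still present there. In the full lists the changes at 1 week were set against random lists matched on the WT call too. They lay at the 40.2 percentile for TFIID, 43.85 for ER stress, 62.0 for remodellers and factors and 82.5 for housekeeping genes. The housekeeping change of -2 stood against a random median of -4. Matched on CpG content alone, it lay at the 38.4 percentile. With a -log10 q of at least 5 the changes at 1 week were -6 for TFIID, -8 for housekeeping genes and -6 for remodellers and factors, and after scaling -5, -6 and -3. No random lists were drawn under those settings.

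Few of the strongest promoter calls that set WT and Taf4 KO apart were regions present in 1 genotype only. Of the 10 genes with the strongest promoter peak in WT and none in either Taf4 KO list, 7 had a WT peak that was overlapped by a Taf4 KO peak outside the window, among them the gap junction gene Gja5 (-log10 q 19.6), the cytokine receptor gene Crlf2 (15.1), Vtn, encoding vitronectin (15.1), and the thromboxane synthase gene Tbxas1 (13.5). The WT peak of Gja5, from 96708579 to 96709444 on chromosome 3, also covers the promoter of Gpr89, which was called in every list. The WT peaks of Gm10720, Cwf19l1 and Gon4l had no overlapping peak at either time. Of the 10 leading genes with a promoter peak in both Taf4 KO lists and none in WT, 8 had peaks overlapping a WT peak, such as the trace amine receptor gene Taar4 and Mcm9, a helicase gene of DNA repair. The exceptions were Zmat4, a zinc finger gene, and Zfand6, a zinc finger gene of ubiquitin binding. Zfand6 (chromosome 7, 91827783 to 91828151 at 1 week) led this ranking, with a -log10 q of 24.4 at 1 week and 31.1 at 5 weeks. Under the 4 stricter settings all 10 WT genes kept their WT call and all 10 Taf4 KO genes both Taf4 KO calls. This follows largely from their choice by strength. A missing call could not return, because these settings only remove peaks.

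The sex chromosomes set the libraries apart. The X chromosome held 1272 peaks in WT, 12225 at 1 week and 1451 at 5 weeks, or 2.09%, 8.13% and 0.956% of the list. The Y chromosome had peaks at 5 weeks only, 44 in number, and Uty and Ddx3y were the Y genes with a promoter peak (2 of 8), at a -log10 q of 12.0 and 9.46. At the 374 X genes with a promoter peak in every list, the median signal over background was 0.649 times that of autosomal genes in WT, 1.01 times at 1 week and 0.748 times at 5 weeks. The autosomal medians were 11.4, 4.47 and 5.88 times the background of their own list, in WT, at 1 week and at 5 weeks, a difference that bears on every promoter count. The labels give no sex. Without the X and Y chromosomes the 1 week list was 2.32 times and the 5 week list 2.52 times the length of the WT list.

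**Figure D4:**
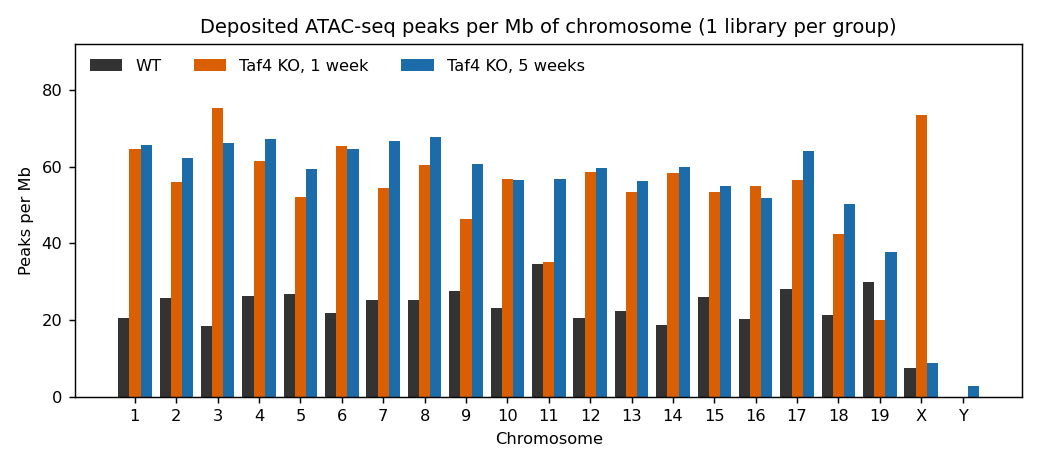
Number of peaks per Mb (y) on each chromosome (x) in the WT, 1 week and 5 week lists, 1 library each. On X the 1 week list stands at 73.4 peaks per Mb against 7.63 in WT and 8.71 at 5 weeks, and on chromosome 19 it lies below WT, at 20.1 against 30.0.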

Values the study reported

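The study performed ATAC-seq on 20,000 cells from isolated islets. In RNA-seq of the same kind of islets it reported that around 1000 genes changed in expression 1 week after Taf4 inactivation, and that more than 300 genes were lower at all of the times examined.
By ATAC-seq it reported a global rise in accessibility at 1 week, with more accessible sites in WT at proximal promoters, and a like result at 5 weeks.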

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

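The tests of WT peaks with a -log10 q of at least 10, of 1 Mb surroundings, of peaks without any overlap, of peak numbers by GC content of bins, of the 5 week to 1 week ratio of X peaks and of X against autosomal bins of the same GC were chosen after the result was seen. The 1 and 5 week libraries went opposite ways against WT in 6 of 44 results compared, and with 1 library per group this difference between the times was not tested. The number of genes with a promoter peak changed by -689 at 1 week and by 1481 at 5 weeks, and the number of promoter peaks by -547 and 1859. Beta cell genes with a promoter peak changed by -2 and 2, duct cell genes by -1 and 2, and Hox genes by -2 and 11. After scaling to the WT background the 5 week values had the sign of the 1 week ones, at -636 promoter genes and -1 for each of these 3 lists. Chromosome 19 changed by -603 peaks at 1 week and by 472 at 5 weeks.

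At 1 week many WT promoter peaks were missing, and 0.806 of the genes without them lay below the median -log10 q of WT promoter peaks, between the bounds set for and against weak WT peaks as the whole cause. Among WT promoter peaks with a -log10 q of at least 10, 526 genes lost the call at 1 week and 6 at 5 weeks, a ratio of 87.7, which argues against closeness to the calling threshold for that part; 454 at 1 week and 0 at 5 weeks had no overlapping peak at all. Lost promoters had -0.348 points of GC against kept ones of the same WT strength, in a test that was planned for GC bias in general and was narrowed to the promoter's own sequence after its value was seen. What stays open is a lower recovery of GC-rich regions of 1 Mb in the 1 week library, since the share lost was 10.8 times higher in the most than in the least GC-rich surroundings, and 13.9 times without peaks that still overlapped. The test of a coverage shifted to GC-poor regions gave a ratio of 1.03, between its bounds, which did not take in the other libraries. Their ratios were far lower, at 0.133 in WT and 0.0746 at 5 weeks. In the most GC-rich bins 14.8% of 1 week peaks outside promoters had a raised local background, against 61.0% in WT and 33.3% at 5 weeks. In the least GC-rich bins the shares were 15.2%, 8.14% and 2.48%. Relative to the other libraries, raised background at 1 week thus lay more in GC-poor regions. An effect of Taf4 loss could still not be separated from a property of this single library.

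Both Taf4 KO lists held more peaks than WT, and the test set before the values were seen, a ratio of at most 1.1 after scaling to the WT background, favoured deeper sequencing at both times, at 0.867 and 0.790. At 1 week, tests by GC bins chosen after that speak against it as the whole cause, because the ratio in the least GC-rich group of 1 Mb bins stayed at 4.50 after scaling and the full list had 0.664 times the WT peaks in the most GC-rich group. At 5 weeks that scaled ratio was 1.13, between its bounds, so the larger number of peaks may come from depth alone. Peaks in no other list lay at promoters 0.432 times as often as shuffled positions at 1 week and 0.913 times at 5 weeks, but peaks of WT alone also met the bound, at 1.249, so this decides nothing on background DNA. At autosomal genes with a promoter peak in every list, the median signal over background was 11.4 in WT, 4.47 at 1 week and 5.88 at 5 weeks. A larger part of background DNA in the Taf4 KO libraries would give such lower values. They do not separate it from weaker promoters after Taf4 loss. Background DNA and an opening of chromatin between genes after Taf4 loss both stay open.

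The surplus of X peaks at 1 week is poorly explained by depth, because the deeper 5 week library had 0.119 times as many X peaks. The X over autosome ratio of promoter signal was 0.259 above the higher of the other libraries, consistent with more X copies in the animals of that library. Against this, the X-inactivation gene Xist had a peak within its body in WT (-log10 q 3.68) and at 5 weeks (4.78) but none at 1 week, and WT had no Y peak although its X ratio, 0.649, was close to the 0.748 of the 5 week library, which had 44. X peaks per Mb at 1 week were also 1.04 times those of autosomal bins of the same GC, against 0.705 in WT and 0.154 at 5 weeks, so the surplus in GC-poor regions may account for their number once X is present in the same copies as autosomes. Sex is not in the labels. The study states male WT and mutant mice for its single-cell RNA-seq but gives no sex for the ATAC-seq animals. With 1 library per group an effect of sex could not be separated from the group, so it remains an open explanation.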

How the results depend on the processing

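No paired analysis was possible because each group had 1 library, and for the same reason leaving out a library was not possible. Scaling to the WT background, the restriction to autosomes and the matching of random lists on the WT call were chosen after seeing the data. Of the summary results under all settings, 35 stayed the same, 62 moved and 14 reversed, and of the others 856, 432 and 20. Lists called at their own depth, peaks without read counts and unknown sex limit every comparison. Values are given for 1 week, then 5 weeks, unless stated, and the cause of the changes was not tested.

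With a -log10 q of at least 3, the log2 ratio of peak number to WT was 0.31 at 1 week and that of covered length 0.14 and 0.77. WT peaks were overlapped at 70.7% and 92.1%, and 1 week by 5 week peaks at 79.2%. Promoter genes changed by -1986 at 1 week. Promoter shares were 32.1% in WT, 21.9% and 21.0%. Delta cell genes changed by -1 at 1 week, all lists together by -19 and 24, and genes gained and lost at both times numbered 462 and 116.

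With a -log10 q of at least 5, the log2 ratio of peak number was -0.0088 at 1 week and that of covered length -0.18 and 0.77. Overlaps were 63.2%, 93.3% and, of 1 week by 5 week peaks, 90.6%. Promoter genes changed by -3387 at 1 week. Promoter shares were 41.8% in WT, 29.4% and 27.5%. At 1 week delta cell genes changed by -1 and stress and inflammation genes by -3, all lists together by -33 and 20, and 442 genes were gained at both times.

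After scaling to the WT background, the log2 ratio of peak number was -0.21 and -0.34 and that of covered length -0.15 and 0.0035. Overlaps were 52.7%, 63.2% and 64.5%. Promoter genes changed by -2619 and -636, and promoter shares were 19.4% and 25.4%, the latter above the WT value. At 1 week delta cell genes changed by -1, endothelial genes by -2 and stress and inflammation genes by -1. At 5 weeks beta cell genes changed by -1, alpha cell genes by -2, duct genes by -1, endothelial genes by -3, stellate and fibroblast genes by -2, progenitor and disallowed genes by -1, Hox genes by -1 and silent genes by -1. All lists together changed by -36 and -13, and 144 genes were gained and 805 lost at both times.

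In lists of equal number, the log2 ratio of covered length was 0.0398 and 0.25. Overlaps were 54.4%, 69.5% and 63.7%. Promoter genes changed by -2279 and -22, with promoter shares of 17.4% and 21.1%. At 1 week delta cell genes changed by -1 and endothelial genes by -2. At 5 weeks alpha cell genes changed by -2, duct genes by -1 and endothelial genes by -1. All lists together changed by -30 and 2, and 232 genes were gained and 544 lost at both times. With equal covered length, overlaps were 54.0%, 62.9% and 58.8% and promoter genes changed by -2356 and -649.

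Asking for a reciprocal overlap of 50% gave 44.9%, 61.2% and 33.0%, and 50% of the peak asked about gave 52.6%, 74.0% and 42.9%; a stricter overlap can only lower these shares. In the wider of the alternative promoter windows, promoter genes changed by -380 at 1 week, promoter shares were 23.0% in WT, 9.22% and 10.8%, and all lists together changed by -4 at 1 week. With an overlap of at least 200 bp promoter genes changed by -1077 at 1 week. Promoters held 20.2% of covered bases in WT, 6.92% and 8.97%. Counting any peak in the gene body or shortly upstream, immune genes changed by -1 and all lists together by 1 at 1 week.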

Other observations

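The words tested below were set before their values were seen, whereas matching them on 1 Mb surroundings and the regions described first were chosen after. Some of the strongest regions of both Taf4 KO lists were overlapped by no WT peak. On chromosome 11 a region from 108872881 to 108873508 at 5 weeks, 60783 bp from the nearest protein-coding gene, Axin2, had a fold of 9.06 and a -log10 q of 97.1, and the 1 week peak at that place had a -log10 q of 65.2. The nearest WT peak was 45706 bp away. Within Cdk8 on chromosome 5, a region from 147071675 to 147073011 at 5 weeks had a fold of 8.88 and a -log10 q of 86.8, and at 1 week a -log10 q of 78.2, with the nearest WT peak at 5893 bp. A region on chromosome 17 near Gm9880 and regions within Prkd1 on chromosome 12 and Kctd16 on chromosome 18 followed, with a -log10 q of 39.7, 38.7 and 35.0 at 5 weeks.

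Homeodomain factors such as Pdx1 and Nkx6-1 shape beta cell chromatin, and promoters losing their peak at 1 week were asked whether they carry more of the word TAATTA in the central 300 bp of the WT peak. Of 1746 lost peaks, 1.03% held it (Wilson 95% interval 0.653 to 1.62), 0.568 times the share of kept peaks of the same GC content, so the surplus asked for was not seen. Without matching, the share of kept peaks was 1.26%, within that interval, and only 18 lost peaks held the word. E-box words, read by Myc, Arnt and Bhlhe proteins, were asked to be more frequent in kept promoters. The word CACGTG was present in 9.28% of lost peaks (8.01 to 10.7), 1.32 times the share of kept peaks of the same GC content, which is the opposite direction. With the GC of the 1 Mb surroundings also matched, the ratios were 0.698 and 1.29. Short words stand in for the factors only roughly, and footprints were not analysed here.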
